A study of Homo sapiens with 23 samples. Its data were reported in "Impact of c-JUN deficiency on thalamus development in mice and human neural models" (2024).

How the data were processed

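RNA-seq was performed on thalamus organoids derived from H1 human embryonic stem cells, per the labels with TRIzol extraction of 3 pooled organoids per library and a total RNA library kit. The 12 RNA-seq libraries fall into 6 groups of 2 by genotype label (WT, KO, OE) and day (25, 30). Another 11 samples of the series (ATAC-seq and CUT&Tag) were not analysed here.

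The authors deposited 1 table per RNA-seq library, with an Ensembl identifier, a position, a symbol, a strand and 1 value per gene. The values are a normalized expression score that the authors rounded to whole numbers: their aligner, annotation, counting and normalization are not stated, so the unit is treated as a score and not as a read count. All 12 libraries had the same minimum (11), median (106), 99th percentile (1408) and maximum (9910), sums of values between 1788282 and 1798596, and only 687 to 690 distinct values over 9497 genes, a pattern that quantile normalization would leave. The median of all genes cannot differ between libraries after such a step, and highly expressed genes sit on shared steps. All 9497 genes exceeded 10 in every library, so genes low or absent in any library had been left out before deposit. The depth of the libraries cannot be recovered from these values, and no interval based on counts was computed. Positions are on GRCh38: 9386 symbols matched RefSeq GRCh38.p14, and all 9386 overlapped the RefSeq position. No 2 tables held identical values.

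Because the values are not counts, the count models and count-based normalizations planned for raw counts were not used, and the plan for normalized values, also written before the data were examined, was followed. Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3. Fold changes are on this scale and slightly understate the change of low genes. Genes with a value of at least 1 in at least 2 libraries were kept, which removed 0 genes. One model with a mean for each of the 6 groups was fitted to the 12 libraries, leaving 6 residual degrees of freedom, with empirical Bayes moderation and an intensity trend (5.29 prior degrees of freedom). Contrasts were KO against WT, OE against KO and OE against WT at each day, the first 2 of these averaged over the days, the difference of the KO effect between days, and day 30 against day 25 averaged over genotypes. P-values were adjusted by Benjamini-Hochberg over all genes within a contrast. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, the difference between days at an adjusted p under 0.05 alone. P-values are two-sided unless stated. Every adjusted p of a gene comes from limma.

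The genes named in the text followed a fixed rule: JUN, a list of genes that the study examined or listed as changed at day 25 in its results, the AP-1 family, and for each comparison the 5 largest changes per direction among called genes whose libraries did not overlap between the groups. Genes of the fixed list that the tables used here do not list were not analysed here. Marker lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 28 tests, and with fry and camera with an estimated correlation as alternatives. Lists of telencephalon (1 gene analysed), mid- and hindbrain (1), mesenchyme (2) and pluripotency markers (1) held fewer than 3 genes and were not tested. The tested lists also hold genes that the study named or labelled in plots from these libraries: 4 of 13 in the roof plate list, 1 of 10 in the choroid plexus list, 2 of 12 in the cilia list and 1 of 8 in the hypoxia list.

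Alternatives were another pseudocount (0.1 and 5), no filter, a mean value of at least 5, quantile normalization, median centring, the replicate number as a block, only the libraries compared, other thresholds, and each library left out in turn. Library weights, a mean value of at least 50, lists without the genes the study named, and the tests of lists and of return genes with a library left out were added after the data were seen. The steps were tested on simulated data of 9497 genes with the spread of each group, in 10 simulations per setting. For KO against WT over both days, 37.5% of 200 genes changed by 1 on the log2 scale were called, 97.6% of those changed by 2 and 100% of those changed by 3. For KO against WT at day 25, these shares were 9.45%, 85.4% and 98.4%. With no gene changed, 0 genes were called on average at day 25 and 0.2 over both days. With 200 genes changed by 2, 22 unchanged genes were called on average at day 25, more than the adjusted threshold implies. These simulations drew noise independently between genes and changed 200 genes by the same size, so their shares hold for that setting alone. In the data, RSPO2 with a log2 fold change of -4.17 was not called for KO against WT at day 25 (adjusted p = 0.147, limma).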

Results

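Thalamus organoids (ThOs), cultures of human pluripotent cells steered towards thalamic tissue, were grown from the H1 embryonic stem cell line and profiled by RNA-seq. ThOs labelled WT came from unedited H1 cells, ThOs labelled KO from H1 cells in which c-JUN (gene symbol JUN, a subunit of the AP-1 transcription factor) had been targeted with CRISPR/Cas9, and ThOs labelled OE from the knockout with c-JUN expressed again. Each genotype was collected at day 25 and day 30 of culture. Every one of the 6 groups held 2 libraries, and each library was made from 3 pooled ThOs, giving 12 libraries. The series also describes 9 ATAC-seq samples and 2 CUT&Tag samples, which were not analysed here. Each library listed the same 9497 genes with a normalized expression value, a whole number between 11 and 9910 with a median of 106 in all 12 libraries. The read depth behind these values is unknown, so no counting interval was attached to them, and differences were judged against the spread between libraries.

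The targeted gene was examined first. JUN (ENSG00000177606, GRCh38 chromosome 1, 58776845 to 58784048) had a value of 146 ± 9.9 (SD, n = 2) in the libraries labelled WT at day 25 and 274.5 ± 111 (SD, n = 2) in those labelled KO. At day 30 the values were 145 ± 24 (SD, n = 2) for WT and 235 ± 18.4 (SD, n = 2) for KO. JUN was therefore higher, not lower, in the libraries labelled KO: the 4 KO values ran from 196 to 353 and the 4 WT values from 128 to 162, without overlap. A two-sided exact permutation test of the 4 libraries against 4 gave p = 0.0286, the smallest p that its 70 arrangements allow. It shuffled libraries across days. With 2 libraries of each day on each side only 18 splits remain, which allow no share under 0.0556. In the model across all genes, JUN rose by a log2 fold change of 0.77 (SE 0.229, adjusted p = 0.197, limma) for KO against WT over both days, which did not pass the threshold. The libraries labelled OE had JUN values of 218 ± 8.49 (SD, n = 2) at day 25 and 282 ± 113 (SD, n = 2) at day 30, above every WT library and overlapping those labelled KO, with an exact two-sided permutation p of 0.886 between OE and KO. Since the transcript of the targeted gene goes against the label, the groups are named below by their labels, and every direction drawn between WT and KO rests on them. For these libraries, re-expression in OE rests on its label too, since JUN was not higher in OE than in KO over both days. The files list genes that exceed 10 in every library, so a transcript fully lost in any group could not have been listed.

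**Figure D1:**
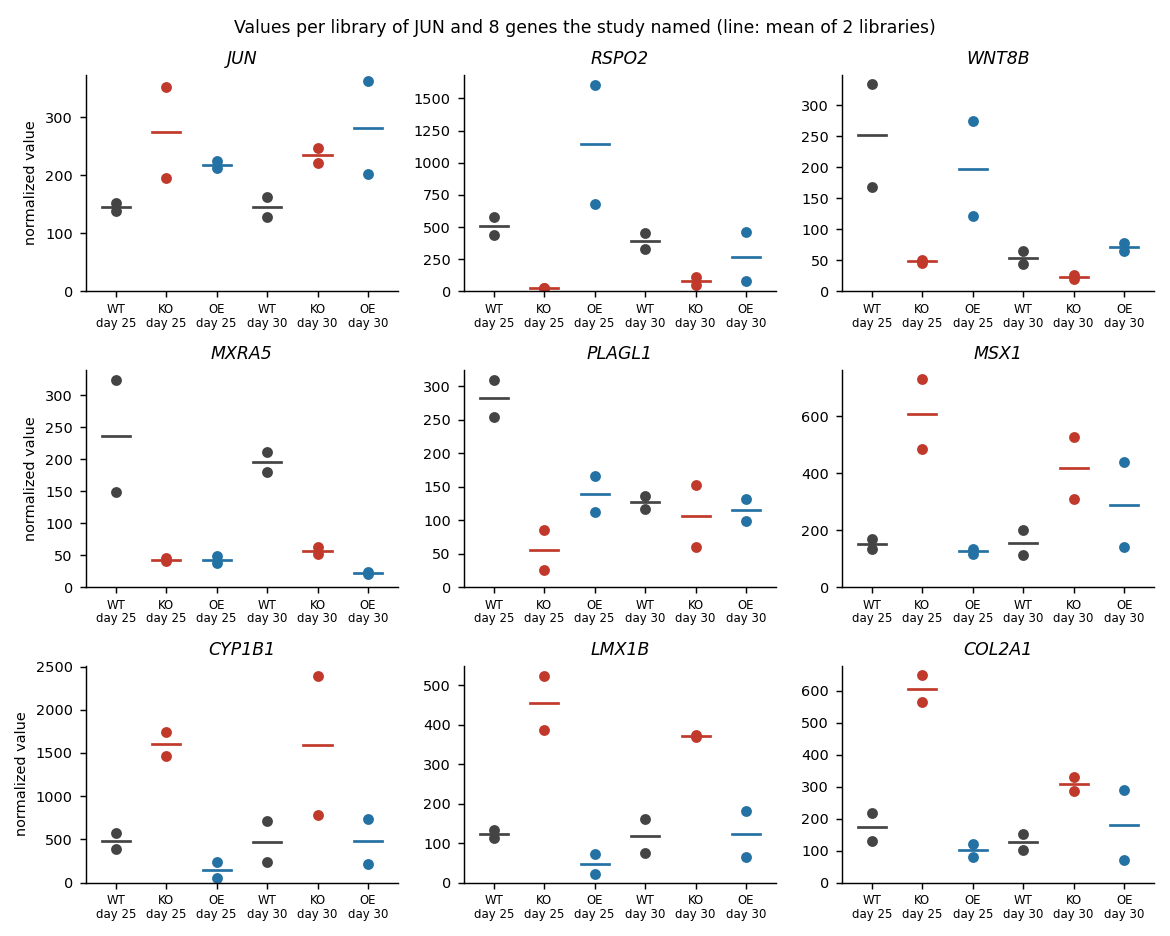
Normalized value per library (y axis, linear scale from 0) of JUN and of 8 genes that the study had named as changed at day 25, by label and day; each point is a library of 3 pooled organoids and each line is the mean of 2 libraries. The 4 libraries labelled KO had JUN values between 196 and 353, above the WT libraries at 128 to 162.

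The agreement between replicates differed between groups. Spearman's rho across genes between the 2 libraries of a group was 0.936 for WT and 0.958 for OE at day 25, and 0.959 for WT and 0.947 for OE at day 30, but 0.821 for KO at day 25 and 0.769 for KO at day 30. The SD over genes of the log2 difference between replicates was 0.766 and 0.835 in the libraries labelled KO at the 2 days, against 0.361 to 0.465 in the other 4 groups. Genes at least 2-fold apart between replicates made up 17.4% of all genes in KO at day 25 and 21.5% in KO at day 30, and between 1.75% and 4.45% elsewhere. The library KO day 30 replicate 2 stood farthest from the rest, with a median rho of 0.745 to the other 11 libraries and a score of 63.8 on the first principal component, which held 32.0% of the variance. The next highest score was 26.1, for KO day 25 replicate 2. KO day 30 replicate 1 instead resembled WT, with a rho of 0.9592 to WT day 30 replicate 1 and a score of -3.78. The model used 1 spread per gene for all groups, so standard errors understate the uncertainty of the KO groups and overstate that of WT and OE.

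**Figure D2:**
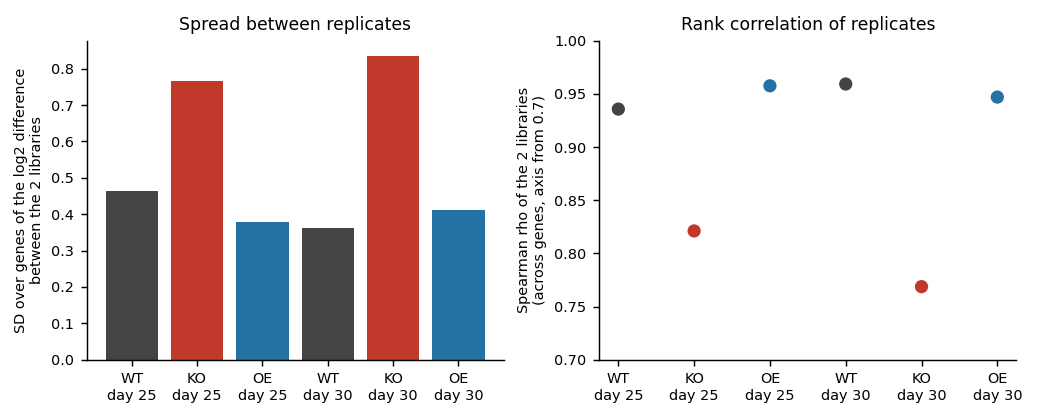
Left, SD over 9497 genes of the log2 difference between the 2 libraries of each group (bars from 0); right, Spearman's rho across genes between the same 2 libraries (points, axis from 0.7). The libraries labelled KO had an SD of 0.766 at day 25 and 0.835 at day 30, the other groups 0.361 to 0.465.

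The effect of the knockout was then compared at each day. At day 25, 1 of 9497 genes was called between KO and WT at an adjusted p under 0.05 and a change of at least 2-fold. This gene was SEMA6A (ENSG00000092421, chromosome 5, 116443555 to 116574823), with a value of 538 ± 2.83 (SD, n = 2) in WT and 194.5 ± 20.5 (SD, n = 2) in KO and a log2 fold change of -1.47 (SE 0.173, adjusted p = 0.03, limma). The call of SEMA6A depended on how the spread was modelled: over 10 alternatives its adjusted p by limma ran from 0.0299 to 0.526. With only the libraries compared SEMA6A had the value of 0.526, and the 1 gene called was RSPO2, with an adjusted p of 0.042 by limma. With the replicate block (0.0808) and with library weights (0.129), an alternative added after the data were seen, no gene was called. At an unadjusted p under 0.05 and 2-fold, 504 genes passed at day 25, of which 234 were higher and 270 lower in KO. At day 30 no gene was called, while 279 passed the unadjusted threshold, 134 higher and 145 lower. Without regard to fold, 13.4% of genes had an unadjusted p under 0.05 at day 25 and 7.36% at day 30. SEMA6A differed little at day 30, with 337.5 ± 16.3 (SD, n = 2) in WT and 316 ± 2.83 (SD, n = 2) in KO. The test of the difference between days, KO effect at day 30 minus that at day 25, called 0 genes; 535 had an unadjusted p under 0.05. For SEMA6A this difference was 1.37 on the log2 scale (SE 0.245) with an adjusted p of 0.802 by limma, so a difference between the days was not shown.

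Averaged over both days, 4 libraries labelled KO against 4 labelled WT, 2 genes were called and 198 passed the unadjusted threshold with 2-fold. DPY19L1 (ENSG00000173852, chromosome 7, 34927292 to 35038271) was higher in KO, with a log2 fold change of 1.46 (SE 0.184, adjusted p = 0.0294, limma). Its values were 182.5 ± 0.707 (SD, n = 2) in WT and 389 ± 32.5 (SD, n = 2) in KO at day 25, and 159.5 ± 23.3 (SD, n = 2) in WT and 571.5 ± 67.2 (SD, n = 2) in KO at day 30. MXRA5 (ENSG00000101825, chromosome X, 3308565 to 3346652) was lower in KO, with a log2 fold change of -2.04 (SE 0.258, adjusted p = 0.0294, limma). Its values were 236 ± 124 (SD, n = 2) in WT and 43 ± 4.24 (SD, n = 2) in KO at day 25, and 195.5 ± 21.9 (SD, n = 2) in WT and 57 ± 7.07 (SD, n = 2) in KO at day 30. The number of genes called depended on single libraries: it ran from 0 to 538 when each of the 8 libraries was left out in turn, and was 0 in 5 of these 8 fits. The fits with 0 genes were those without WT day 25 replicate 1, KO day 25 replicate 1, WT day 30 replicate 1, WT day 30 replicate 2 and KO day 30 replicate 2. The count was 19 without KO day 25 replicate 2 and 538 without KO day 30 replicate 1. Each of these 8 fits left 1 group with a single library, which then adds nothing to the estimated spread. With library weights neither gene was called, each with an adjusted p of 0.416 by limma. Over all 18 alternatives the adjusted p by limma ran from 0.00438 to 0.416 for DPY19L1 and from 0.00348 to 0.416 for MXRA5.

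Genes that the study had examined, or had listed as changed at day 25 in its results, and members of the AP-1 family were followed as a fixed list, which does not hold every gene that the study names. Of 28 such genes besides JUN, 16 were analysed here. At day 25, 9 of the 16 passed when adjusted over the list alone and 1 of them when adjusted over all genes. At day 30, 4 passed adjusted over the list alone and 0 over all genes, with 7 at an unadjusted p under 0.05. For the mean of days, 9 passed adjusted over the list alone and 1 over all genes. The study had picked 8 of the 16 from these same libraries, and these made up 7 of the 9 at day 25, 4 of the 4 at day 30 and 8 of the 9 for the mean of days, so the list-wise values are not independent evidence.

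The 8 picked genes of the list moved in the direction the study named at day 25. They did so at day 30 too, but for PLAGL1 the direction at day 30 rested on 1 library. RSPO2 (ENSG00000147655, chromosome 8, 107899316 to 108083642) had the largest change among them, from 508 ± 102 (SD, n = 2) in WT to 27 ± 1.41 (SD, n = 2) in KO at day 25, a log2 fold change of -4.17 (SE 0.674, adjusted p over all genes = 0.147, limma). At day 30 it was 391.5 ± 89.8 (SD, n = 2) in WT and 83 ± 41 (SD, n = 2) in KO. The log2 fold changes at day 25 were -2.27 for WNT8B, -2.33 for MXRA5 and -2.55 for PLAGL1, and 1.99 for MSX1, 1.74 for CYP1B1, 1.87 for LMX1B and 1.84 for COL2A1. None of the 8 passed over all genes at day 25, where their adjusted p ran from 0.147 to 0.367. At day 30 the log2 fold changes were -1.17 for WNT8B, -1.76 for MXRA5 and -0.40 for PLAGL1, and 1.43 for MSX1, 1.76 for CYP1B1, 1.74 for LMX1B and 1.30 for COL2A1. The PLAGL1 values of day 30 overlapped, with 117 and 136 in WT and 152 and 60 in KO, and without KO day 30 replicate 2 the log2 fold change was 0.27. The size for CYP1B1 at day 30 also depended on single libraries. It went to 0.95 without KO day 30 replicate 2, and to the same value without WT day 30 replicate 2. PTPRZ1, SLC2A1 and POU3F3, which the study discusses outside this list, were chosen after their values were seen. The study's discussion speaks of them as 3 up-regulated genes in ThO RNA-seq, without naming the comparison. The same passage says that several genes of cortical neurons fall in ThOs that lack c-JUN. Their log2 fold changes at day 25 were -2.19, -1.66 and -2.25, with adjusted p over all genes of 0.299, 0.231 and 0.171 by limma. All were thus lower in KO here, which is the opposite direction if the study means higher in KO than in WT.

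The other 8 genes of the list covered thalamic, axonal and stained markers and 2 AP-1 members. TCF7L2, a thalamic marker (ENSG00000148737, chromosome 10, 112950247 to 113167678), was at 176 ± 67.9 (SD, n = 2) in WT and 188.5 ± 95.5 (SD, n = 2) in KO at day 25, and at 197 ± 69.3 (SD, n = 2) and 225 ± 164 (SD, n = 2) at day 30. These differences were smaller than the spread between replicates. The neuronal tubulin TUBB3 changed by -0.26 at day 25 and 0.13 at day 30 on the log2 scale, and DCC by -0.68 and -0.19. NES fell by 1.04 at day 25, where its 2 KO libraries stood at 1159 and 340, and had a log2 fold change of -0.01 at day 30. CNTN2 changed by -0.83 and -0.09, JUND by 0.21 and 0.34, and ATF3 by 0.41 and 0.20. Among these 8 genes, SEMA6A and NES passed at day 25 adjusted over the list alone, with values of 5.05e-05 and 0.0444 from limma, and none passed at day 30.

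The libraries labelled OE were compared with those labelled KO to ask what re-expression of c-JUN changed. At day 25, 26 genes were called, 12 higher and 14 lower in OE. At day 30, 8 genes were called, all lower in OE. Over both days, 211 genes were called, 100 higher and 111 lower. These counts fell most when the spread was estimated from only the libraries compared, to 0 genes at day 25, 0 at day 30 and 11 over both days. Leaving out each library in turn gave 26 to 964 genes over both days, with 26 without OE day 30 replicate 2, 62 without KO day 30 replicate 2 and 964 without KO day 30 replicate 1. These fits, too, left 1 group with a single library that adds nothing to the estimated spread. Library weights gave 41 genes, all among the 211.

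Among genes called at day 25, the largest increases in OE were those of RSPO2 with a log2 fold change of 5.22 (SE 0.674, adjusted p = 0.018, limma), FGFR3 with 2.91, GPC4 with 2.67, PDK1 with 2.12 and RGMB with 2.00. The largest decreases were -3.47 for LMX1B, -3.19 for CLDN1, -2.82 for VGF, -2.72 for ONECUT3 and -2.43 for SPARCL1. At day 30 the largest decreases had log2 fold changes of -3.39 for RDH10, -3.21 for CLDN1, -2.61 for ALCAM, -2.29 for PRKCB and -2.25 for DPY19L1. Over both days, RSPO2 had a log2 fold change of 3.25 (SE 0.477, adjusted p = 0.00982, limma), but its libraries overlapped, with a value of 78 in OE day 30 replicate 1 and 112 in KO day 30 replicate 1. Among the called genes whose OE and KO libraries did not overlap, FGFR3 (ENSG00000068078, chromosome 4, 1793293 to 1808872) had the largest increase over both days, with a log2 fold change of 2.45 (SE 0.24, adjusted p = 0.00152, limma), followed by H2AC17 with 2.12, SLIT1 with 2.11, H2BC17 with 1.98 and H2BC7 with 1.93. The 3 histone genes belong to a family of near-identical copies, and how reads were divided among the copies is not stated, so their values are uncertain. CLDN1 (ENSG00000163347, chromosome 3, 190305707 to 190322446) had the largest decrease among the same genes, with a log2 fold change of -3.20 (SE 0.351, adjusted p = 0.00212, limma), followed by RDH10 with -2.88, CYP1B1 with -2.81, ONECUT3 with -2.72 and LMX1B with -2.61.

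OE was also compared with WT, to ask what remained different after re-expression. At day 25 no gene was called, and 397 had an unadjusted p under 0.05. At day 30, 3 genes were called, all lower in OE. MXRA5 was at 195.5 ± 21.9 (SD, n = 2) in WT and 22 ± 2.83 (SD, n = 2) in OE, a log2 fold change of -3.10 (SE 0.365, adjusted p = 0.015, limma). CBLN1 (ENSG00000102924, chromosome 16, 49277917 to 49281838) was at 836 ± 124 (SD, n = 2) in WT and 140.5 ± 0.707 (SD, n = 2) in OE, a log2 fold change of -2.56 (SE 0.316, adjusted p = 0.0155, limma). SYT4 (ENSG00000132872, chromosome 18, 43267892 to 43277535) was at 2247 ± 216 (SD, n = 2) in WT and 528.5 ± 4.95 (SD, n = 2) in OE, a log2 fold change of -2.08 (SE 0.208, adjusted p = 0.00567, limma). The libraries labelled KO at day 30 lay between WT and OE for both of these genes, at 616 ± 133 (SD, n = 2) for CBLN1 and 1369 ± 60.8 (SD, n = 2) for SYT4. With library weights, 52 genes were called at day 30, 15 higher and 37 lower, including these 3.

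Whether OE moved the changed genes back towards WT was measured over the genes that passed for KO against WT. Only SEMA6A passed the adjusted threshold on a single day, and its OE minus KO change at day 25 was 0.668 of its KO against WT difference in the opposite direction, while its change at day 30 was 0.012 of that difference. Over the 504 genes at an unadjusted p under 0.05 and 2-fold at day 25, 99.2% changed in the opposite direction in OE against KO on the same day, with a median return of 0.905. Over the 279 such genes of day 30 the share was 96.8% and the median return 0.786. The same KO libraries enter both contrasts: in 100 simulations without any return, with noise shared between genes, the same-day share ran from 76.3% to 99.3% at day 25 and from 83.4% to 100% at day 30. The measured share was reached by 3 of these simulations at day 25 and by 55 at day 30. The median return in these simulations ran from 0.198 to 0.87 at day 25, with a median of 0.603, and from 0.465 to 1.13 at day 30, with a median of 0.745, so a same-day return well above 0 arises from the shared libraries alone. At day 30, 37 of the 100 simulations gave a median return as high as the one measured, and at day 25 none did. With noise independent between genes, 0 of 100 simulations reached the measured median return on either day, with highest values of 0.558 at day 25 and 0.731 at day 30. The measured same-day share was then reached by 0 simulations at day 25 and by 100 at day 30. The simulations hold for their noise setting alone. Across days no library is shared. The genes of day 25 went in the opposite direction in OE against KO at day 30 in 67.7% of cases, and the genes of day 30 at day 25 in 74.2%, where chance is 50%. The median return across days, taken relative to the KO against WT difference of the day on which the genes passed, was 0.21 and 0.295. When the 6 libraries of the other day were arranged into 3 pairs in all 90 ways, 13 arrangements gave as high a share for the genes of day 25 and 6 for the genes of day 30, one-sided exact p of 0.144 and 0.0667. These arrangements also move the WT libraries, so a KO against WT difference on that day raises their shares. With the real WT pair in the place of OE, the shares were 72.6% and 80.6%. These p-values therefore do not test a return alone.

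**Figure D3:**
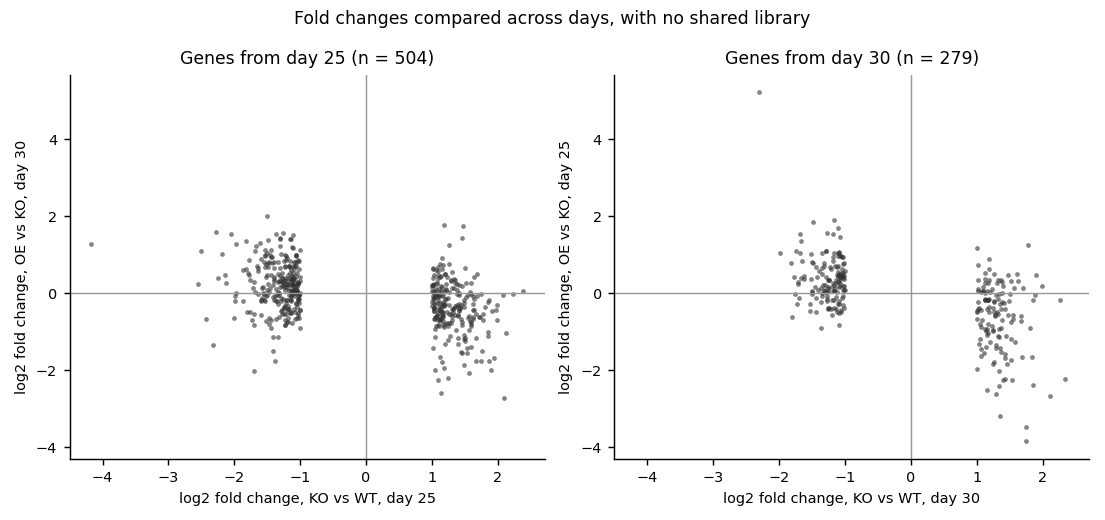
Log2 fold change of OE against KO on one day (y axis) plotted on the log2 fold change of KO against WT on the other day (x axis); each point is a gene at an unadjusted p under 0.05 and 2-fold for KO against WT, 504 from day 25 (left) and 279 from day 30 (right). Opposite signs were seen in 67.7% and 74.2% of the genes.

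Marker lists of cell identities, written before the data were examined, were tested with camera over 7 lists and 4 contrasts. The thalamus list was not called in any contrast over the 7 of its 15 genes that were analysed, with median log2 fold changes between 0.02 and 0.11 and adjusted p between 0.991 and 0.997. Since the files list genes above 10 in every library, a member lost in any group would not have entered this or any other list, and these tests do not bear on such a loss. The choroid plexus list (10 genes) was not called either, with adjusted p from 0.114 to 0.53. The proliferation list (11 genes) was lower in KO than in WT at day 25 by a median log2 fold change of -0.70, with 11 of 11 genes lower and an adjusted p of 8.04e-07, and at day 30 by -0.18, with an adjusted p of 0.0821. The cilia list (12 genes) was higher in KO at day 25 by 1.23, with 12 of 12 genes higher and an adjusted p of 1.06e-05, and at day 30 by 0.30, with an adjusted p of 0.133. The hypoxia list (8 genes) was lower in KO by -0.79 at day 25 and -0.46 at day 30, with 8 of 8 genes lower on each day and adjusted p of 0.00395 and 0.0162. The roof plate list (13 genes) had adjusted p of 0.22 at day 25 and 0.000236 at day 30, where its median was 1.00 higher in KO. The neuron list (13 genes) was higher by 0.63 at day 25 with an adjusted p of 0.00115, and had an adjusted p of 0.997 at day 30. In OE against KO over both days, proliferation (0.80), hypoxia (0.66), cilia (-1.04) and roof plate (-0.81) were called. The same KO libraries enter this contrast and KO against WT, so opposite directions of the list medians arise without any return and were not read as one.

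Camera with its preset correlation called 15 of the 28 tests of these lists, fry called 4 of 28 and camera with an estimated correlation called 0. The 4 tests that held under fry were proliferation at day 25, proliferation for KO against WT over both days, and proliferation and roof plate for OE against KO over both days. At day 25 the cilia shift was uneven between replicates: the list median was 2.16 above WT in KO replicate 2 and 0.394 above it in KO replicate 1. The hypoxia shift at day 30 likewise rested on KO replicate 2, at -1.12, while replicate 1 was at 0.0666.

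**Figure D4:**
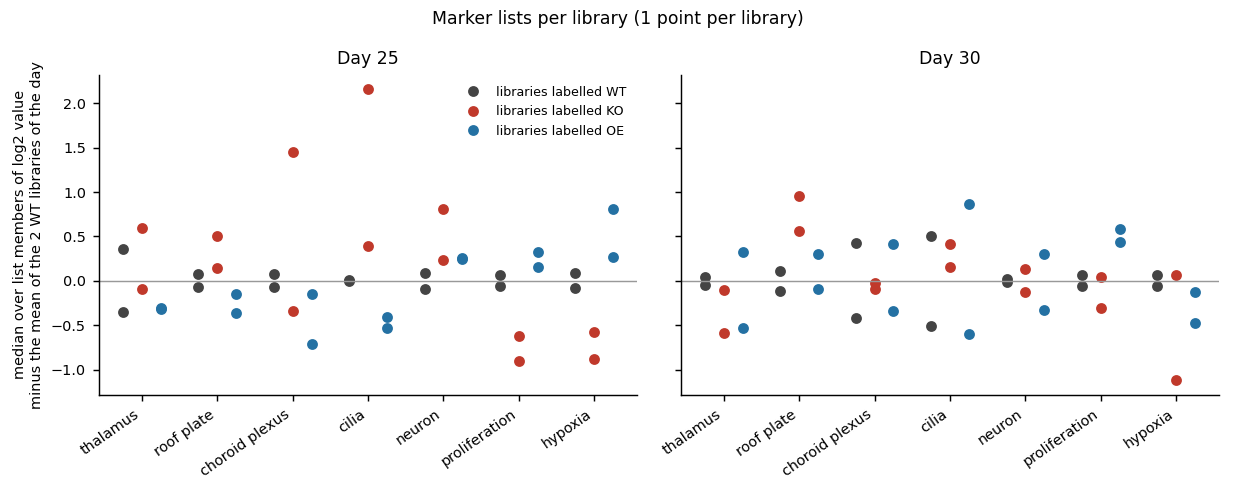
Median over the members of each marker list of the log2 value minus the mean of the 2 WT libraries of the same day (y axis), by list (x axis), with 1 point per library at day 25 (left) and day 30 (right). The cilia list stood at 2.16 in KO day 25 replicate 2 and at 0.394 in its partner.

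Finally, day 30 was compared with day 25 over the 3 genotypes, 6 libraries against 6. No gene was called, 1073 had an unadjusted p under 0.05 (547 higher and 526 lower at day 30), and 39 of these changed at least 2-fold. The SD over genes of the log2 fold change was 0.284 for time, against 0.407 for KO against WT and 0.496 for OE against KO over both days, each of the last 2 resting on 8 libraries in place of 12. Leaving out 1 library gave between 0 and 34 genes, with 34 without KO day 30 replicate 1.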

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

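The comparisons in this part were all chosen after the data were seen. By camera with its preset correlation, the KO effect differed between day 30 and day 25 for 5 of the 7 marker lists, while no single gene passed this test. The adjusted p was 0.0218 for the roof plate list, 0.0326 for choroid plexus, 0.00416 for cilia, 0.00372 for neuron and 0.00192 for proliferation. The median over list members of the day 30 effect minus the day 25 effect was 0.615 for roof plate, -1.07 for choroid plexus, -1.16 for cilia, -0.572 for neuron and 0.506 for proliferation, on the log2 scale.

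A correlation between list members above the preset value may account for these p-values, since fry, which keeps the correlation, called 0 of the 7 lists (smallest adjusted p 0.372). A single library labelled KO did not set the direction of most lists. When each of the 4 KO libraries was left out, at most 1 of the 5 medians changed sign, that of choroid plexus, which went to 0.279 without KO day 25 replicate 2. The sizes did depend on single libraries. Roof plate went to 0.082 without KO day 30 replicate 2, cilia to -0.354 without KO day 25 replicate 2, and neuron to -0.319 without KO day 25 replicate 1. A difference in the time course of the libraries labelled KO stays open and was not tested further, as does a difference between the pools of organoids taken on each day, since each group holds 2 pools.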

How the results depend on the processing

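Library weights, a mean value of at least 50, lists without the genes the study named, and the list and return values with a library left out were chosen after the data were seen. No called result changed direction under any alternative run. Pseudocounts of 0.1 and 5 and a mean value of at least 50 kept every count of called genes within 1.5 times. No filter, a mean value of at least 5, quantile normalization and median centring alter these values little or not at all, since all genes lie above 10 and the libraries already share 1 distribution, so they do not test stability. The alternatives listed for counts before the data were examined (edgeR and DESeq2 tests, TMM and RLE factors, library size, the edgeR filter and a minimum of counts) were not run, because the values are not counts. For the same reason the depth, and what it limits, remains unknown.

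The unadjusted threshold moved the counts of called genes. At an unadjusted p under 0.05 and 2-fold, KO against WT gave 504 genes at day 25, 279 at day 30 and 198 over both days, OE against KO gave 814, 511 and 473, OE against WT gave 149 at day 25 and 137 at day 30, and day 30 against day 25 gave 39. At an adjusted p under 0.05 without a fold threshold, OE against KO gave 27 genes at day 25 and 313 over both days, and the other counts did not change. The count for the difference of the KO effect between days stayed at 0 under every alternative run for it, with 535 genes at an unadjusted p under 0.05.

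Alternatives that treat the spread differently moved most counts. With library weights (0.321 and 0.404 for the libraries labelled KO, 1.16 to 2.03 for the others), KO against WT gave 0 genes at day 25 and 0 over both days, OE against KO gave 1 at day 25, 1 at day 30 and 41 over both days, OE against WT gave 4 at day 25 and 52 at day 30, and the fixed gene list gave 0 genes at day 30 adjusted over the list alone. With only the libraries compared, OE against KO gave 0 genes at day 25, 0 at day 30 and 11 over both days, OE against WT gave 6 at day 30, and KO against WT gave 6 over both days in place of 2. KO against WT at day 25 gave 1 gene with only the libraries compared, but RSPO2 (adjusted p 0.042) in place of SEMA6A (0.526). Fewer libraries leave fewer residual degrees of freedom, and in the weighted fit the KO libraries count for less by construction.

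The replicate numbers showed no common pairing over the groups: of 15 pairs of groups, the replicate differences correlated across genes above 0.1 in 1, with r from -0.214 to 0.262. The highest r was that of WT and OE at day 30, so a replicate effect shared by these groups stays open. With the replicate block, KO against WT gave 0 genes at day 25, OE against KO gave 8 at day 25, 13 at day 30 and 139 over both days, OE against WT gave 1 at day 25, and the gene list gave 1 gene at day 30. The block changed no call of a marker list.

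Marker lists depended on the test. For KO against WT at day 25, camera called 4 lists, fry 1 and camera with an estimated correlation 0; at day 30 the numbers were 2, 0 and 0, over both days 5, 1 and 0, and for OE against KO over both days 4, 2 and 0. Fry and the estimated correlation take the correlation between list members from these libraries, where the preset value is 0.01. Leaving out the genes the study had named changed no call of a list.

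Leaving out 1 library at a time gave from 0 to 538 genes for KO against WT over both days, from 26 to 964 for OE against KO over both days and from 0 to 34 for day 30 against day 25. The highest value of each came without KO day 30 replicate 1. Without KO day 30 replicate 2, the numbers were far lower. Either fit leaves 1 library in KO day 30, so the difference between its 2 libraries no longer enters the error. The library kept then sets the mean of that group. On the first principal component replicate 2 stood at 63.8 and replicate 1 at -3.78. The high counts thus come with the outlying library as the whole group, and do not show changes that replicate 1 hides. The log2 fold change of JUN for OE against KO over both days ran from -0.24 to 0.18 and was never called. The share of genes at the unadjusted threshold that returned towards WT on the same day ran from 92% to 98.5%, lowest without KO day 30 replicate 2, and across days from 64.5% to 72.4%, lowest without OE day 30 replicate 2. The value of 100% across days at the adjusted threshold came from 1 gene, and at the unadjusted threshold it was 70%. Within a single day, where leaving out a library leaves a group with 1, no call was made, and the called genes that stayed at least 2-fold apart in the same direction were within 1.5 times the full number. Among the 77 results for named genes, 18 became weaker with library weights, 22 became weaker and 3 stronger with only the libraries compared, 9 became weaker with the block, and 1 each became weaker with a pseudocount of 0.1, a pseudocount of 5 and quantile normalization. With a library left out, 8 became weaker and 7 stronger in at least 1 fit. In addition, 4 results moved in another way in at least 1 such fit. One was TCF7L2 for KO against WT over both days, whose log2 fold change went from 0.036 to -0.37 without KO day 30 replicate 1. Where no construction is named, the cause was not tested.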

Other observations

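The tests of counting noise, of clones, of exchanged labels, of MXRA5, of arrangements of libraries, of other splits at the unadjusted threshold or by fry, and of splits even in day or genotype were chosen after the result was seen; the tests of gene length, of marker lists between replicates, of shared KO libraries, of signs on the other day and of all splits for called genes and for lists called by camera were set before.

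The number of genes called over both days at the adjusted threshold exceeded that of other splits of the same libraries for both genotype contrasts. In a model of 8 libraries with a day term, 1 of the 34 splits of the KO and WT libraries, the real one, gave as many genes as the real split (11 genes), and the others gave at most 1. For OE and KO, again 1 of 34 splits gave as many as the real split (53 genes), and the others gave 0. For day 30 against day 25, 100 of the 100 splits drawn from 462 gave at least as many genes, which follows from a real count of 0, and other splits gave up to 25. At an unadjusted p under 0.05 and 2-fold, 6 of the 34 splits of the KO and WT libraries gave at least as many genes as the real one (194 genes), with up to 498 in the others, and 3 of the 34 splits of the OE and KO libraries did so (449 genes), with up to 706. The other splits that reached the real numbers all held unequal numbers of libraries of each day on their sides. Among the 18 splits with 2 libraries of each day on each side, 1, the real one, reached the real number of genes at the adjusted and at the unadjusted threshold in both contrasts, where the highest other unadjusted numbers were 171 for KO and WT and 354 for OE and KO. The share of 0.0556 is the smallest that 18 splits can give, so these splits alone do not decide. For day 30 against day 25 at the unadjusted threshold (39 genes), 22 of the 100 drawn splits gave at least as many, with up to 245. Of the 24 drawn splits with 2 libraries of each genotype on each side only 1, the real one, did, and the others gave at most 32. The share of 0.0417 is the smallest that these 24 splits can give, so they do not decide alone either. Whether the unadjusted numbers stand out thus depends on which splits are counted.

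Marker lists called by camera with its preset correlation were common in arbitrary splits. Of the 34 splits, 5 gave as many called lists as KO against WT (5 lists), and 13 gave as many as OE against KO (4 lists), with a median of 3 lists over the other splits in both; among the 18 splits even in day, 4 and 7 did so. By fry, adjusted over the 7 lists in the same models, the real split of OE and KO called 2 lists, as did 1 of the 34 splits and 1 of the 18 even in day, the real one, and the others called at most 1. For KO and WT, fry called 0 lists in the real split, so all 34 splits and all 18 even in day gave at least as many. The lists of the report that only camera with its preset correlation called are therefore no more than descriptions of these pools.

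The larger spread between replicates labelled KO was weighed against several explanations. Counting noise from fewer reads would fall steeply with expression if the values were proportional to reads. The excess variance of the KO replicate differences in the highest 25% of genes by mean value was 0.466 of that in the lowest 25%. The mean of 1 over the value gives 0.123, a steeper fall than the one measured. The values are a score of unknown depth and not read counts, so this comparison does not exclude counting noise. Stable differences between 2 knockout clones carried as the 2 replicates would recur on both days, but the KO replicate differences of day 25 and day 30 had an r of 0.056 across genes, within the range of -0.214 to 0.262 over all pairs of groups. Genes are not independent replicates, and this r describes these libraries. Gene length (start to end of the gene) had an absolute Spearman's rho of 0.0839 with the KO replicate difference at day 25, where WT and OE had 0.156 and 0.175, and of 0.0282 at day 30, where WT and OE had 0.0452 and 0.0226. The KO values thus lay within the range of the other 4 groups, which goes against length as the reason for the larger spread. Different mixtures of cell states between pools could widen the spread. The mean difference of 4 of 14 lists in KO groups lay outside the 95% range of 10000 random lists matched on expression, against 14 of 28 in WT and OE groups. That range widens with the KO spread itself, so this comparison leaves the explanation open, and single lists moved far between pools of other labels too. As replicate 1 minus replicate 2 on the log2 scale, cilia moved by -1.69 and choroid plexus by -1.84 in KO at day 25 and hypoxia by 1.39 in KO at day 30, while cilia moved by 1.42 in OE and 0.901 in WT at day 30 and choroid plexus by 0.774 in WT at day 30. The quality of the RNA and the batches of the libraries are not given in the labels and stay open, as does a real instability of organoids without c-JUN, for which no separate test was available.

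JUN was higher in all 4 libraries labelled KO than in the 4 labelled WT. An exchange of the WT and KO labels might give this, but the tables do not decide it. By the median, libraries labelled OE resembled those labelled WT (Spearman's rho 0.93) more than those labelled KO (0.833). The library KO day 30 replicate 1 differed from this, with a rho of 0.9187 to 0.9505 with the OE libraries. It was as close to WT of the same day, with 0.9592 and 0.9407 to the 2 WT libraries, which had 0.9593 with each other. With its KO partner it had 0.7687. Since OE carries c-JUN on a knockout background, the likeness of OE to WT has no fixed meaning under either labelling. JUN in OE lay above every WT library and overlapped KO, which an exchange might give too. An edit that removes the protein and leaves the transcript stays open too: gene-level values do not show where reads fall within the gene, and reads over the edited site were not analysed here. The study states that RT-qPCR found no c-JUN transcript in its knockout cells during neural induction and in cerebral organoids, which goes against a transcript that persists in those cultures and differs from the JUN values of the ThO libraries labelled KO here. By western blot it reports no c-JUN protein in the knockout lines, and c-JUN protein in knockout lines with the transgene. Its ATAC-seq of day 25 ThOs showed the c-JUN locus less accessible in KO than in WT and OE, which the JUN values here do not follow. Accessibility and protein are not transcript levels, and neither was measured in these libraries. The increase was accompanied by 2 other AP-1 members, JUND and ATF3, at log2 fold changes of 0.27 and 0.31 over both days, neither past the threshold.

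The signs of KO against WT changes recurred between days more often than those of the return in OE. Of the 504 genes at the unadjusted threshold on day 25, 72.6% had the same sign at day 30, against 50% if the day 25 values were chance alone, and 4 of the 90 arrangements of the day 30 libraries into 3 pairs gave as high a share (one-sided exact p = 0.0444). Of the 279 genes of day 30, 80.6% had the same sign at day 25, with 1 of 90 arrangements (one-sided exact p = 0.0111, the smallest the design allows). For the return, chance shared through the KO libraries would give about 50% across days. The shares were 67.7% and 74.2%, above all 100 simulations without a return for each day, but 13 of 90 and 6 of 90 arrangements of real libraries reached them. Some of these arrangements set WT libraries in the place of OE. They then hold the KO against WT difference, so the arrangements do not test a return alone. A partial return in OE is consistent with these shares, and a chance alignment of whole pools cannot be told apart from it with 2 pools per group.

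MXRA5 was low in KO and did not return in OE. Its log2 fold change for OE against KO was -0.01 at day 25, -1.33 at day 30 and -0.672 over both days. JUN itself was not higher in OE than in KO over both days, with a log2 fold change of -0.03. The missing return of MXRA5 therefore does not decide whether re-expressed c-JUN reverses its loss. A change shared by the edited cells and unrelated to c-JUN, such as one acquired when the line was cloned, is a candidate explanation, though OE and KO were not compared with another WT clone here. The study made separate knockout clones, and the labels do not say which gave each library. If the KO libraries came from separate clones, each clone would need this change, since MXRA5 was at 40 to 62 in all KO libraries. A low level of protein from the transgene in these pools is another and was not tested. The study reports by western blot that the transgene gave c-JUN protein in knockout lines. CBLN1 and SYT4, which were lower in OE than in both WT and KO on both days, follow a different pattern, with log2 fold changes for OE against KO over both days of -1.92 and -1.35 and adjusted p of 0.00293 and 0.00212 by limma; no explanation was tested for them.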
